A study of Homo sapiens with 6 samples.

How the data were processed

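Messenger RNA was measured on 6 Affymetrix HG-U133 Plus 2.0 arrays, 3 of 10A/143B cybrids and 3 of cybrids with mitochondria of MDA-MB-468. A cybrid is a cell made by fusing an enucleated mitochondrial donor with a cell emptied of mitochondrial DNA, so that mitochondria of 1 line work with the nucleus of another. Per the labels' protocols, the nuclear partner of both was the mitochondrial-DNA-free form of the osteosarcoma line 143B. The donors were MCF10A, a non-cancerous breast epithelial line, and MDA-MB-468, a metastatic breast cancer line. Fused cells were selected in bromodeoxyuridine without uridine, RNA of each cybrid was extracted in triplicate, and 5 µg of total RNA was taken into cDNA synthesis, biotin-labelled and hybridised by the manufacturer's protocol. The protocols also describe a cybrid with 143B's own mitochondria, which was not analysed here. Short sample titles name the donor lines, whereas source names name the cybrids. Arrays were grouped and numbered by source name. The numbers differ as well, since replicates 2, 3 and 1 here are numbered 1, 2 and 3 in the titles of both groups, so that the same arrays share a number by either label.

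The deposited values are array intensities on a linear scale, 1 per probe set and array. The summary algorithm, background correction and scaling between arrays are not given in the sources used here. In the values themselves the lowest intensity was 1 and the highest 13124.7, and log2 of 100% of values was a whole multiple of 0.01 within a tolerance of 1e-05. Between 1461 and 1566 of the 54675 probe sets of an array stood at the lowest value. Median intensities ran from 20.4 to 24.4, so the arrays had not been left with equal distributions. No detection calls were used here, so a low intensity could not be called background, and the number of arrays limits the precision.

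Values were used as deposited, without further normalization, as log2(intensity + 16). A fold change is on that scale and understates the change of dim genes. Gene names came from the platform's probe table. Of the 42898 probe sets it lists, 41097 had 1 symbol and 1801 several, and the latter were not named. A further 11777 probe sets had no listed symbol. After control probe sets were left out (62 on the array), 41091 probe sets remained, and the symbols of 41037 were updated through Entrez identifiers to the RefSeq genes of GRCh38.p14. That table served only for names, chromosome names, neighbours and relative gene lengths, since the array files name no genome build. Each gene was represented by its probe set with the highest mean over all 6 arrays, giving 19775 genes. Where a named gene passed the threshold and another of its probe sets passed the opposite way, this is said beside it. Opposite values of probe sets that did not pass are given for some genes only.

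The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) and Benjamini-Hochberg adjustment at 0.05. Every adjusted p of a gene is from limma. All differences are 10A/143B minus MDA-MB-468 cybrids, with the standard error (SE) of the fit, and n is 3 arrays per group. Gene lists were fixed before the data were examined: 52 lists with 1518 genes, of which 1368 were measured. Each was tested for whether its members differed from all other genes (limma's camera, correlation between genes preset at 0.01, lists of at least 5 measured members, Benjamini-Hochberg over the 52 lists). Counts of list members past the threshold are given over all genes and adjusted over the list alone.

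The rule for naming genes was also fixed before the data were examined. It took the 10 largest increases and the 10 largest decreases among genes past the threshold whose 3 against 3 arrays did not overlap and whose higher group mean lay at or above the median of all probe sets (5.24 on the log2 scale). For each list described it took up to 4 members past the threshold with the largest change, or, with none past it, the 2 with the smallest p. It further took every measured transcript of mitochondrial DNA and EPCAM, CDH1, KRT5, KRT14, KRT8, KRT18, VIM, RUNX2, EGFR, SRC, TK1, TFAM and PPARGC1A, whatever their values.

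Replicates were compared before they were averaged. Among probe sets with a mean log2 level above 8, replicates 2 and 3 differed with an SD of 0.08 in 10A/143B and 0.09 in MDA-MB-468 cybrids. Differences from replicate 1 had SDs between 0.26 and 0.28. Replicates 2 and 3 were thus near duplicates in both groups, although the labels describe 3 extractions and nothing says whether they came from separate cultures. P-values therefore measure only the spread between these arrays, which may be technical. The fit fixed beforehand, on 6 arrays, was kept, and a fit with replicates 2 and 3 of each group averaged to 1 sample (2 against 2) was added after the data were seen. In simulated data without any difference, with replicates 2 and 3 correlated at 0.70 as measured here, the 6-array fit gave 14.8% of 19775 genes an unadjusted p under 0.05 and called 8. The averaged fit gave 4.97% and called 0. The 0.70 is 1 value for all genes. Over all probe sets, replicates 2 and 3 differed with SDs of 0.20 and 0.30, against 0.40 to 0.42 from replicate 1. The bright probe sets above were relatively closer, so the 6-array fit may err more often for bright genes than simulated. Arrays of equal number were checked for pairing. Their deviations from the group means correlated at 0.29 for replicates 1, 0.18 for replicates 2 and 0.12 for replicates 3, all above 0.1, so the numbers pair the arrays by the rule used. Unequal pairs of replicates 2 and 3 also correlated (0.16 and 0.15), so what was shared was the position of replicate 1 against replicates 2 and 3. A fit with the replicate number as a block was an alternative.

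The scripts were tested on simulated data for this comparison, with 200 of 19775 genes changed and independent arrays. They recovered 32.8% of genes changed 1.5-fold, 88.1% of those changed 2-fold and 100% of those changed 4-fold, and 3.92% of calls were false. In the simulation of lists, camera called 2 of 52 lists when 1 had been shifted and 1 when none had. Alternatives covered probe sets per gene, probe sets open to cross-hybridisation (suffixes _x_at and _s_at), quantile and median scaling, offsets of 1 and 64, a level filter, the variance model, array weights, the replicate block, leaving out each array, a stricter threshold, an unmoderated linear model, and other set tests. Added after the data were seen were the averaged fit, replicates 2 and 3 alone, replicate 1 as a batch term, a random block, and removal of a smooth dependence on gene length (loess, span 0.5). Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.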

Results

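Expression of 19775 genes was compared between a pair of cybrids that share the nucleus of the osteosarcoma line 143B and differ in their mitochondria. The 10A/143B cybrids carried mitochondria of the non-cancerous breast line MCF10A, and the other cybrids, named MDA-MB-468 cybrids here after their donor, those of the metastatic breast cancer line MDA-MB-468. Each was measured on 3 arrays. The series' title frames the question as whether mitochondria of non-cancerous cells turn down oncogenic pathways in metastatic cells. The median intensity per array was 21.7 to 24.4 in 10A/143B and 20.4 to 21.4 in MDA-MB-468 cybrids. The first principal component held 68.9% of the variance and separated the cybrids, and the next, with 16.1%, separated replicate 1 from replicates 2 and 3 in both groups. The ratio of 3′ to 5′ signal of ACTB, a measure of RNA integrity, was 1.92, 1.74 and 1.59 in replicates 1, 2 and 3 of 10A/143B and 1.18, 1.65 and 1.67 in those of the MDA-MB-468 cybrids. That of GAPDH lay between 0.933 and 1.01 in 10A/143B and between 0.966 and 1.07 in the MDA-MB-468 cybrids.

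The short titles name the mitochondrial donors, so markers of those breast lines were read as a check of the labels. KRT5, a keratin of basal epithelium that MCF10A makes, stood at the array's lowest value on all 3 10A/143B arrays, and its difference was -0.03 ± 0.09 (log2, SE, adjusted p = 0.849). The epithelial adhesion genes EPCAM (0.43 ± 0.17, adjusted p = 0.0803) and CDH1 (-0.40 ± 0.23, adjusted p = 0.227) and the keratin KRT14 (0.30 ± 0.20, adjusted p = 0.318) did not pass either. Mean intensities in 10A/143B and MDA-MB-468 cybrids were 55.3 and 36.8 for EPCAM, 7.92 and 14.9 for CDH1, and 16.5 and 10.6 for KRT14. VIM, the mesenchymal intermediate filament, had mean intensities of 8687 and 8418 (0.05 ± 0.07, adjusted p = 0.673). KRT5, EPCAM, CDH1 and KRT14 thus lay far below VIM in both groups. RUNX2, the osteoblast transcription factor, had mean intensities of 513.5 and 604.9 and was 0.23 lower in 10A/143B on the log2 scale (SE 0.07, adjusted p = 0.0271, but 0.215 with replicates 2 and 3 averaged). Keratins of simple epithelium were lower in 10A/143B, KRT8 2.07-fold (log2 -1.05 ± 0.13, adjusted p = 2.74e-04) and KRT18 1.26-fold (-0.34 ± 0.06, adjusted p = 0.0022, or 0.0503 averaged). Mean intensities were 206 and 439 for KRT8 and 4908 and 6198 for KRT18, so KRT18 was bright in both groups. Of 26 measured markers of MDA-MB-468 or of epithelium in general, 5 were lower and 0 higher in 10A/143B (4 and 0 adjusted over the list alone, 2 and 0 averaged). Of 19 basal markers of MCF10A, 2 were higher and 1 lower (1 and 1 adjusted over the list alone, 0 and 1 averaged). Of 21 osteoblast genes, 3 were higher and 5 lower, the same counts as adjusted over the list alone (3 and 3 averaged). Among markers of other cell types, 5 of 16 fibroblast and smooth muscle genes were lower and 1 higher, also adjusted over the list alone (4 and 1 averaged). They included MYL9 (-2.28 ± 0.19) and ACTA2 (-1.48 ± 0.11), a myosin light chain and the actin of smooth muscle. Of 13 blood and endothelial genes, 1 was higher and 1 lower (0 and 0 adjusted over the list alone and averaged). Camera called none of these 5 marker lists (adjusted p from 0.219 to 0.947).

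The cybrids differed broadly. The inflammatory chemokine CXCL8 was 8.20-fold higher in 10A/143B, with log2 levels of 9.22 ± 0.15 against 6.18 ± 0.14 (SD, n = 3, adjusted p = 2.52e-06), and its other probe set was 2.07 higher on the log2 scale. CXCR4, the receptor of the chemokine CXCL12, was 8.35-fold lower (5.46 ± 0.29 against 8.52 ± 0.07, adjusted p = 5.55e-06), as it was on its other probe sets (-2.21 and -1.42). MOB1B, an activator of the Hippo pathway's kinases, was 6.55-fold higher, and ADM, the peptide adrenomedullin that low oxygen induces, was 5.97-fold lower (8.95 ± 0.06 against 11.53 ± 0.03). PPP1R15A, which helps to end the integrated stress response, was 5.94-fold lower.

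The other large increases in 10A/143B were those of SPRY4-IT1, an RNA from within the SPRY4 locus (log2 difference 3.55 ± 0.22), the autophagy gene ATG2B (3.55 ± 0.28), the precursor of the microRNA MIR146A (3.12 ± 0.24), PWAR6 (2.99 ± 0.21), the p53 kinase HIPK2 (2.90 ± 0.13), KANSL1L (2.78 ± 0.21), NOTCH2NLA (2.75 ± 0.14) and the phosphatase UBASH3B (2.71 ± 0.09). NOTCH2NLA has near-identical copies that its probes may not tell apart. Not every probe set followed. Other probe sets gave 0.45 for SPRY4-IT1, 0.80, 0.09 and -0.37 for ATG2B, and -0.66 for MIR146A. One of HIPK2's passed the other way (-1.07), as did one of UBASH3B's (-0.65). The other large decreases were those of the adhesion gene TENM2 (-3.55 ± 0.12), the many-copy ribosomal RNA precursor RNA45SN5 (8.01-fold lower), the polo-like kinase PLK2 (-2.93 ± 0.20), the LIM-domain gene CRIP1 (-2.92 ± 0.16), VSTM1 (-2.76 ± 0.19), STARD13 (-2.71 ± 0.25) and UBALD1 (-2.54 ± 0.23). A further probe set of STARD13 was higher by 1.79, so its direction depends on the probe set. These 20 genes had adjusted p between 3.52e-07 and 5.54e-05 in the fit to 6 arrays and between 9.39e-05 and 9.9e-04 with replicates 2 and 3 averaged.

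**Figure D1:**
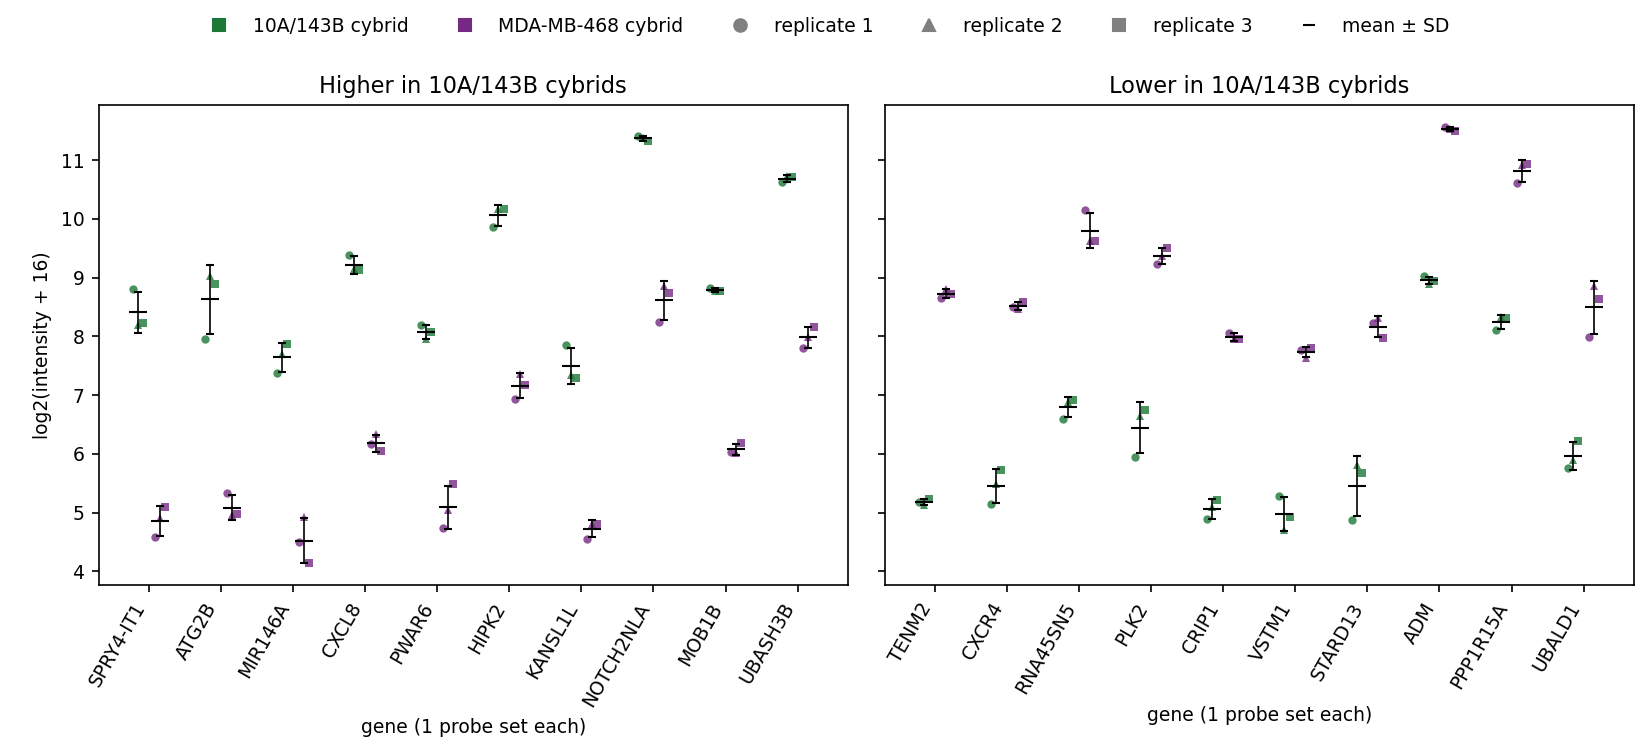
Log2(intensity + 16) of the 20 genes with the largest changes, 1 probe set per gene, with each array as a point (green 10A/143B, purple MDA-MB-468 cybrids, marker shape by replicate) and bars for mean ± SD of 3 arrays. The arrays of the cybrids do not overlap for any of the 20 genes, which the rule for naming them required. UBASH3B lies at 10.69 ± 0.05 against 7.98 ± 0.18.

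In all, 7042 genes (35.6%) passed, 3929 higher and 3113 lower in 10A/143B, and 2000 differed at least 2-fold. With the near-duplicate replicates 2 and 3 averaged, 4483 genes passed (2724 higher, 1759 lower, 1953 at least 2-fold). Of these, 4482 were also called on 6 arrays, all in the same direction. Among all genes, 9057 (45.8%) had arrays that did not overlap between the groups, against 10% by chance for 6 independent arrays. With replicates 2 and 3 averaged it was 57.1%, against 33.3% by chance for 2 against 2. Replicates 2 and 3 alone gave 9292 genes, of which 89.6% had the same direction in the replicate 1 arrays, and replicate 1 as a batch term gave 8550. The balance of directions depended on scaling, since 55.8% of calls were higher in 10A/143B as deposited, but 45.7% after quantile normalization and 46.0% after median centring. Median centring moved the median of all genes from -0.02 to -0.12.

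Fold changes followed gene length. Among 7740 protein-coding genes with a mean log2 level above 7, the shortest 10% had a median difference of -0.26 and the longest 10% one of 0.41. Of the shortest 10%, 50.5% of genes were lower and 13.2% higher in 10A/143B, and of the longest 10%, 16.8% were lower and 55.6% higher. The rank correlation of log2 difference with length across these genes, which are not independent replicates, was 0.341, and at most 0.0366 in 1000 shuffles. Over all genes with a length it was 0.233. Chromosomes differed as well. On chromosome 4, 75.8% of 265 genes were higher in 10A/143B and 4.91% lower (median 0.62), whereas on chromosome 16, 57.1% of 345 genes were lower and 14.2% higher (median -0.41). Medians were 0.41 on chromosome 13 and -0.38 on chromosome 19.

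**Figure D2:**
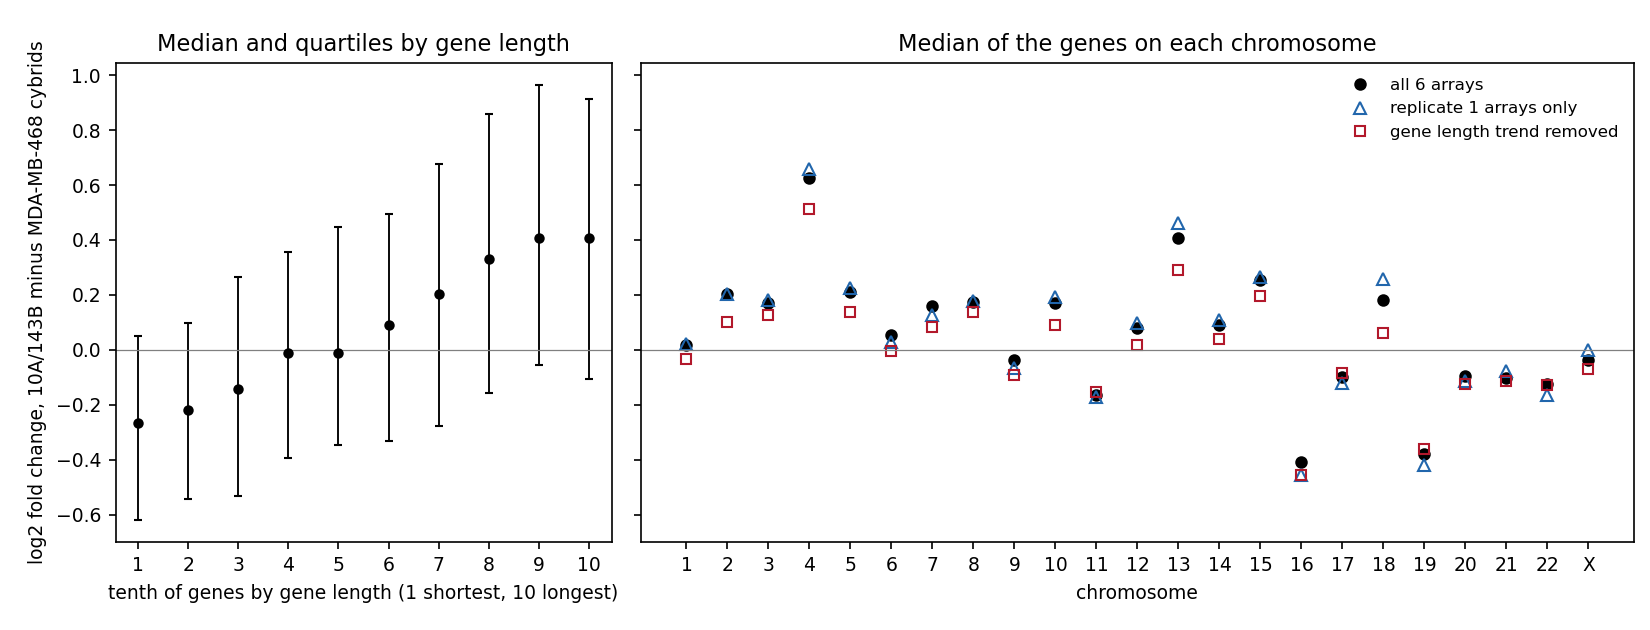
Left, log2 difference (10A/143B minus MDA-MB-468 cybrids) in 10 equal classes of gene length, as median with bars from the lower to the upper quartile of 774 genes each, rising from -0.26 to 0.41. Right, median log2 difference of the genes on each chromosome from all 6 arrays (filled), the replicate 1 arrays only (triangles) and with the gene length trend removed (squares), with chromosome 4 highest at 0.62 and chromosome 16 lowest at -0.41.

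Nuclear genes of the mitochondrial ribosome, which translates the proteins encoded in mitochondrial DNA, were lower in 10A/143B. Of 73 measured, 37 were lower and 7 higher (41 and 9 adjusted over the list alone), with a median log2 difference of -0.23. MRPL2 was 3.20-fold lower (-1.68 ± 0.23), MRPL49 1.92-fold (-0.94 ± 0.09), MRPS34 1.88-fold (-0.91 ± 0.07) and MRPL52 1.74-fold (-0.80 ± 0.13). With replicates 2 and 3 averaged, 24 were lower and 6 higher. Subunits of respiratory complex I shifted the same way, with 17 of 33 lower and 3 higher (18 and 3 adjusted over the list alone) and a median of -0.24. Examples were NDUFV3 (-1.18 ± 0.14), NDUFB10 (-0.77 ± 0.08) and NDUFB11 (-0.72 ± 0.08), against NDUFA5 (0.58 ± 0.06). In the averaged fit 10 were lower and 1 higher. Camera called both lists (adjusted p = 0.00207 and 0.0305), but neither with an estimated correlation (adjusted p = 0.699 for each). With the gene length trend removed the ribosome list stayed called (adjusted p = 0.0296) and complex I did not (adjusted p = 0.194). Both shifts depended on the probe sets. With the mean of a gene's probe sets the medians were -0.14 for the ribosome and -0.16 for complex I, and without _x_at and _s_at probe sets -0.14 and -0.13, with neither list called (adjusted p = 0.0520 and 0.0885, then 0.0674 and 0.292). With every probe set tested separately the medians were -0.09 and -0.12, with both called (adjusted p = 0.0208 for each). That setting counts probe sets of the same gene as separate members, so its adjusted p can overstate the evidence. Over the alternatives other than the estimated correlation, camera's adjusted p ran from 2.06e-04 to 0.0674 for the ribosome and from 0.00708 to 0.292 for complex I. Complex I was also not called with the level filter (adjusted p = 0.0836), no intensity trend (adjusted p = 0.0931), array weights (adjusted p = 0.103), replicates 2 and 3 only (adjusted p = 0.102) or without 10A/143B replicate 1 (adjusted p = 0.122). Subunits of complexes II to V included 13 lower and 3 higher of 35 (15 and 4 adjusted over the list alone), or 5 and 0 in the averaged fit, and camera did not call the list (adjusted p = 0.0954) except after median centring (adjusted p = 0.00708), whereas fry did (adjusted p = 0.0410). An estimated correlation gave camera an adjusted p of 0.699 for complexes II to V. With the gene length trend removed their median went from -0.12 to -0.0056 (camera adjusted p = 0.799). UQCRC1 of complex III was lower by 0.57 ± 0.09, ATP5F1D of the ATP synthase by 0.53 ± 0.08 and COX6A1 of cytochrome oxidase by 0.51 ± 0.06.

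Of 7 measured transcripts of mitochondrial DNA itself, which the donors contribute, 2 were higher in 10A/143B, also adjusted over the list alone (1 averaged). Both encode cytochrome oxidase subunits. COX2 was higher (0.44 ± 0.06, adjusted p = 5.08e-04, and 0.0217 averaged), with 0.48 on its other probe set, and COX1 was higher (0.23 ± 0.07, adjusted p = 0.0333, but 0.213 averaged). ND2 (-0.16 ± 0.06), ND4 (0.03 ± 0.09), ND6 (0.22 ± 0.21), COX3 (-0.01 ± 0.08) and ATP6 (0.11 ± 0.07) did not pass, although a further, dimmer probe set of ATP6, the one without cross-hybridisation suffix, passed the opposite way (-0.84, adjusted p = 0.0166), so ATP6 has no settled direction. With the replicate number as a block ND2 passed (adjusted p = 0.0454, but 0.452 averaged). Several of these probe sets lay close to the arrays' highest intensities, which ran from 10809 to 13125. COX1 had mean intensities of 12635 and 10750, COX2 of 11864 and 8764 and ND4 of 10588 and 10398, so saturation could not be excluded and the sizes of these differences are uncertain. The list was not called (camera adjusted p = 0.542). Of 22 genes of mitochondrial biogenesis and DNA maintenance, 8 were higher and 4 lower (10 and 6 adjusted over the list alone), or 5 and 1 averaged, and the list was not called (adjusted p = 0.490). The factor GABPA, which drives respiratory genes, was 2.85-fold higher (1.51 ± 0.14), TFAM, which packages mitochondrial DNA, 1.58-fold higher (0.66 ± 0.15, adjusted p = 0.00693), and the mitochondrial RNA polymerase POLRMT 1.74-fold lower (-0.80 ± 0.12). The coactivator PPARGC1A differed by 0.45 ± 0.16 (adjusted p = 0.0540).

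Genes of mitosis were higher in 10A/143B. Of 42 measured, 22 were higher and 4 lower (22 and 5 adjusted over the list alone), with a median of 0.33 and with 20 and 3 in the averaged fit. The kinetochore motor CENPE was 4.81-fold higher (2.27 ± 0.18), the checkpoint kinase TTK 2.37-fold (1.24 ± 0.08) and the spindle motor KIF11 2.20-fold (1.14 ± 0.09). The spindle gene ASPM was 2.32 higher on the probe set used and 1.01 lower on another, so it has no settled direction. Camera called the list (adjusted p = 0.0103, and 0.00231 with the gene length trend removed), though not with an estimated correlation (adjusted p = 0.699) or with the level filter (adjusted p = 0.107), and camera's adjusted p ran from 0.00134 to 0.107 over the alternatives other than the estimated correlation. Genes of DNA replication did not move together, with 10 of 43 higher and 12 lower (11 and 12 adjusted over the list alone, 7 and 7 averaged, camera adjusted p = 0.804). RFC4, of the clamp loader, was 1.20 ± 0.07 higher. TK1, the thymidine kinase whose absence bromodeoxyuridine selects for, was 1.85-fold lower in mRNA (-0.89 ± 0.08, adjusted p = 6.6e-05).

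Genes of antigen presentation were lower in 10A/143B, 9 of 25, with 0 higher, and the same adjusted over the list alone (median -0.36; 6 and 0 averaged). They included HLA-E, 1.98-fold lower (-0.99 ± 0.07, and -1.04 on its probe set without cross-hybridisation suffix), and the immunoproteasome subunits PSMB9 (-0.96 ± 0.08) and PSMB10 (-0.89 ± 0.10). Runs of 20 neighbouring genes on chromosome 6 were lower as well. Their means were -0.34 from POLR1H to HLA-C, -0.38 from HLA-B to TAP2 and -0.49 from PSMB8 to ITPR3. The run from H1-2 to HLA-G had a mean of -0.10. Whether the list shifted apart from such neighbours was not tested. Camera called the list narrowly (adjusted p = 0.0490). The call was lost with an estimated correlation (adjusted p = 0.699), with the gene length trend removed (adjusted p = 0.0958), without _x_at and _s_at probe sets (median -0.11, adjusted p = 0.30) and without 10A/143B replicate 1 (median -0.19, adjusted p = 0.142). It was also lost without replicate 1 (adjusted p = 0.0576) or replicate 3 (adjusted p = 0.0883) of the MDA-MB-468 cybrids, with array weights (median -0.23, adjusted p = 0.129), with replicates 2 and 3 only (median -0.21, adjusted p = 0.118) and with an offset of 64 (median -0.23, adjusted p = 0.0514). Quantile scaling (adjusted p = 0.0661), the level filter (adjusted p = 0.0836), no intensity trend (adjusted p = 0.0931), ranks (adjusted p = 0.0870) and replicate 1 as a batch term (adjusted p = 0.0561) ended it too. Over the alternatives other than the estimated correlation, camera's adjusted p ran from 2.14e-04 to 0.30.

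The lists of RAS, ERBB and SRC signalling were not called by camera, and their members went both ways. Of 25 output genes of RAS and MAPK signalling, 9 were higher and 9 lower (12 and 9 adjusted over the list alone, 8 and 7 averaged, adjusted p = 0.947). The oncogene MYC was 4.69-fold lower in 10A/143B (-2.23 ± 0.09, adjusted p = 2.52e-06) and the MAPK phosphatase DUSP4 2.83-fold lower (-1.50 ± 0.11), whereas SPRED1, an inhibitor of RAS signalling, was 4.30-fold higher (2.10 ± 0.09) and the receptor EPHA4 3.93-fold higher (1.97 ± 0.15). Among 21 genes for RAS, RAF, MEK and ERK proteins and their regulators, 10 were lower and 5 higher (11 and 5 adjusted over the list alone, 8 and 5 averaged, adjusted p = 0.343). Of these, the RAS activator SOS1 was 6.07-fold higher (2.60 ± 0.12), with 1.89 on a further probe set and between -0.14 and 0.25 on 3 others, the RAS inhibitor RASA2 was 3.35-fold higher (1.74 ± 0.09), and the tumour suppressor RASSF1 was 3.60-fold lower (-1.85 ± 0.24). Of 18 ERBB receptors and ligands, 6 were lower and 3 higher (6 and 4 adjusted over the list alone, 4 and 1 averaged, adjusted p = 0.490). The ligand HBEGF was 2.42-fold lower (-1.28 ± 0.08) and NRG1 5.16-fold lower (-2.37 ± 0.15), with 0.45 (adjusted p = 0.127) on a probe set of NRG1 without cross-hybridisation suffix. The probe set used for EGFR differed by 0.41 ± 0.14 (adjusted p = 0.0534), while others passed in opposite directions, from -1.04 to 1.11. SRC itself was 1.49-fold lower (-0.57 ± 0.18, adjusted p = 0.0344, but 0.232 averaged). Of the 28 genes of SRC family and focal adhesion signalling, 7 were higher and 4 lower, the same adjusted over the list alone (6 and 1 averaged, adjusted p = 0.751). Their median was -0.03 and their mean 0.07, so no direction is given. The SRC family kinase YES1 was 2.36-fold higher (1.24 ± 0.06), as was the phosphatase PTPN11 by 1.47 ± 0.07, whereas TLN1 was 2.62-fold lower (-1.39 ± 0.30).

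Of 29 genes of PI3K, AKT and mTOR signalling, 15 were higher and 4 lower (16 and 4 adjusted over the list alone, 12 and 4 averaged). Their median was 0.38. Camera did not call the list (adjusted p = 0.0954), although it did with every probe set tested separately (adjusted p = 0.0208). That setting counts probe sets of the same gene as separate members. An estimated correlation, taken on 1 probe set per gene, gave an adjusted p of 0.699. Removing the gene length trend gave a median of 0.30 (camera adjusted p = 0.316). RPS6KB1, the S6 kinase, was 3.40-fold higher (1.77 ± 0.12), RICTOR, of mTOR complex 2, was 2.27-fold higher (1.18 ± 0.14) and the inhibitor TSC2 was 2.41-fold lower (-1.27 ± 0.26), with 0.11 on another probe set of TSC2. Inflammatory genes were split, with 11 of 38 higher and 7 lower (12 and 7 adjusted over the list alone, 8 and 4 averaged, adjusted p = 0.538). Besides CXCL8, the cytokine IL1A was 6.22-fold higher (2.64 ± 0.15) and PTGS2, the inducible prostaglandin synthase, 5.63-fold higher (2.49 ± 0.09).

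Several matrix and TGF-beta genes were lower in 10A/143B, in lists whose call depended on the setting. Of 47 collagen and matrix genes, 12 were lower and 4 higher, the same adjusted over the list alone (11 and 3 averaged, camera adjusted p = 0.105). FBLN1 was 4.46-fold lower (-2.16 ± 0.23), thrombospondin THBS1 4.18-fold (-2.06 ± 0.12) and COL6A2 3.59-fold (-1.84 ± 0.27). Fibronectin, FN1, was 4.99-fold lower (-2.32 ± 0.07), while its dim probe sets without a cross-hybridisation suffix gave 0.08 and -0.08. Of 32 targets of TGF-beta and BMP, 16 were lower and 7 higher (16 and 8 adjusted over the list alone, 12 and 4 averaged, adjusted p = 0.110). The ligand TGFB1 was 3.06-fold lower (-1.61 ± 0.19), the BMP antagonist GREM1 3.34-fold lower (-1.74 ± 0.08) and the pseudoreceptor BAMBI 3.86-fold lower (-1.95 ± 0.12), whereas the SMAD repressor SKIL was 4.36-fold higher (2.12 ± 0.15). Of 27 genes of epithelial to mesenchymal transition, 13 were lower and 5 higher (14 and 6 adjusted over the list alone, 11 and 4 averaged, adjusted p = 0.0954), with a median of -0.42. The transcription factor ZEB2 was 3.64-fold higher (1.87 ± 0.18) on a probe set that others of the gene opposed (-0.51 and -0.75). Camera called none of these 3 lists on 1 probe set per gene with the gene length trend left in. With an estimated correlation, taken on 1 probe set per gene, the adjusted p was 0.699 for each. At the preset correlation camera called all 3 with the mean of a gene's probe sets. The adjusted p was 0.00627 for matrix, 0.0181 for TGF-beta and 0.00101 for the transition. Camera also called all 3 with every probe set tested separately (6.41e-04, 0.0317 and 1.46e-04). There probe sets of the same gene count as separate members, so these values can overstate the evidence. For FN1, for example, probe sets at -2.32, -2.35, -2.45 and -2.49 all entered. With the gene length trend removed camera called matrix (adjusted p = 0.00214) and TGF-beta (0.0296) but not the transition (0.0903).

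Stress genes were split as well. The stress factor ATF3 was 4.03-fold lower in 10A/143B (-2.01 ± 0.08) and STC2 3.82-fold lower (-1.93 ± 0.07), while the cystine transporter SLC7A11 was 4.42-fold higher (2.14 ± 0.11). They belong to 26 targets of ATF4 and the integrated stress response, of which 9 were lower and 6 higher, the same adjusted over the list alone (7 and 5 averaged, adjusted p = 0.175). Of 26 hypoxia genes, 11 were lower and 6 higher, the same adjusted over the list alone (8 and 4 averaged, adjusted p = 0.133), with IGFBP3 3.56-fold lower (-1.83 ± 0.09) and STC1 3.01-fold higher (1.59 ± 0.13). Of 22 glycolysis genes, 7 were lower and 2 higher, the same adjusted over the list alone (7 and 1 averaged, adjusted p = 0.164), among them the glucose transporters SLC2A3 (-1.43 ± 0.16) and SLC2A1 (-1.33 ± 0.15). Of 21 immediate early genes, whose levels follow handling and serum, 8 were lower and 5 higher, the same adjusted over the list alone (7 and 4 averaged, adjusted p = 0.164), with DUSP1 2.58-fold lower (-1.37 ± 0.08) and KLF2 2.97-fold higher (1.57 ± 0.13). Camera called the hypoxia list with every probe set tested separately (adjusted p = 0.00904) and with the mean of probe sets (0.0442), the immediate early genes with the former (0.00591) and the ATF4 targets with the latter (0.0453). The former setting counts probe sets of the same gene as separate members, so its calls can overstate the evidence. Of all 52 lists, camera called 4 with the preset correlation, where 15 had an unadjusted p under 0.05. With an estimated correlation it called 0, with 1 list (mitosis) at an unadjusted p under 0.05, and limma's fry, which does not set a list against other genes, called 34.

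**Figure D3:**
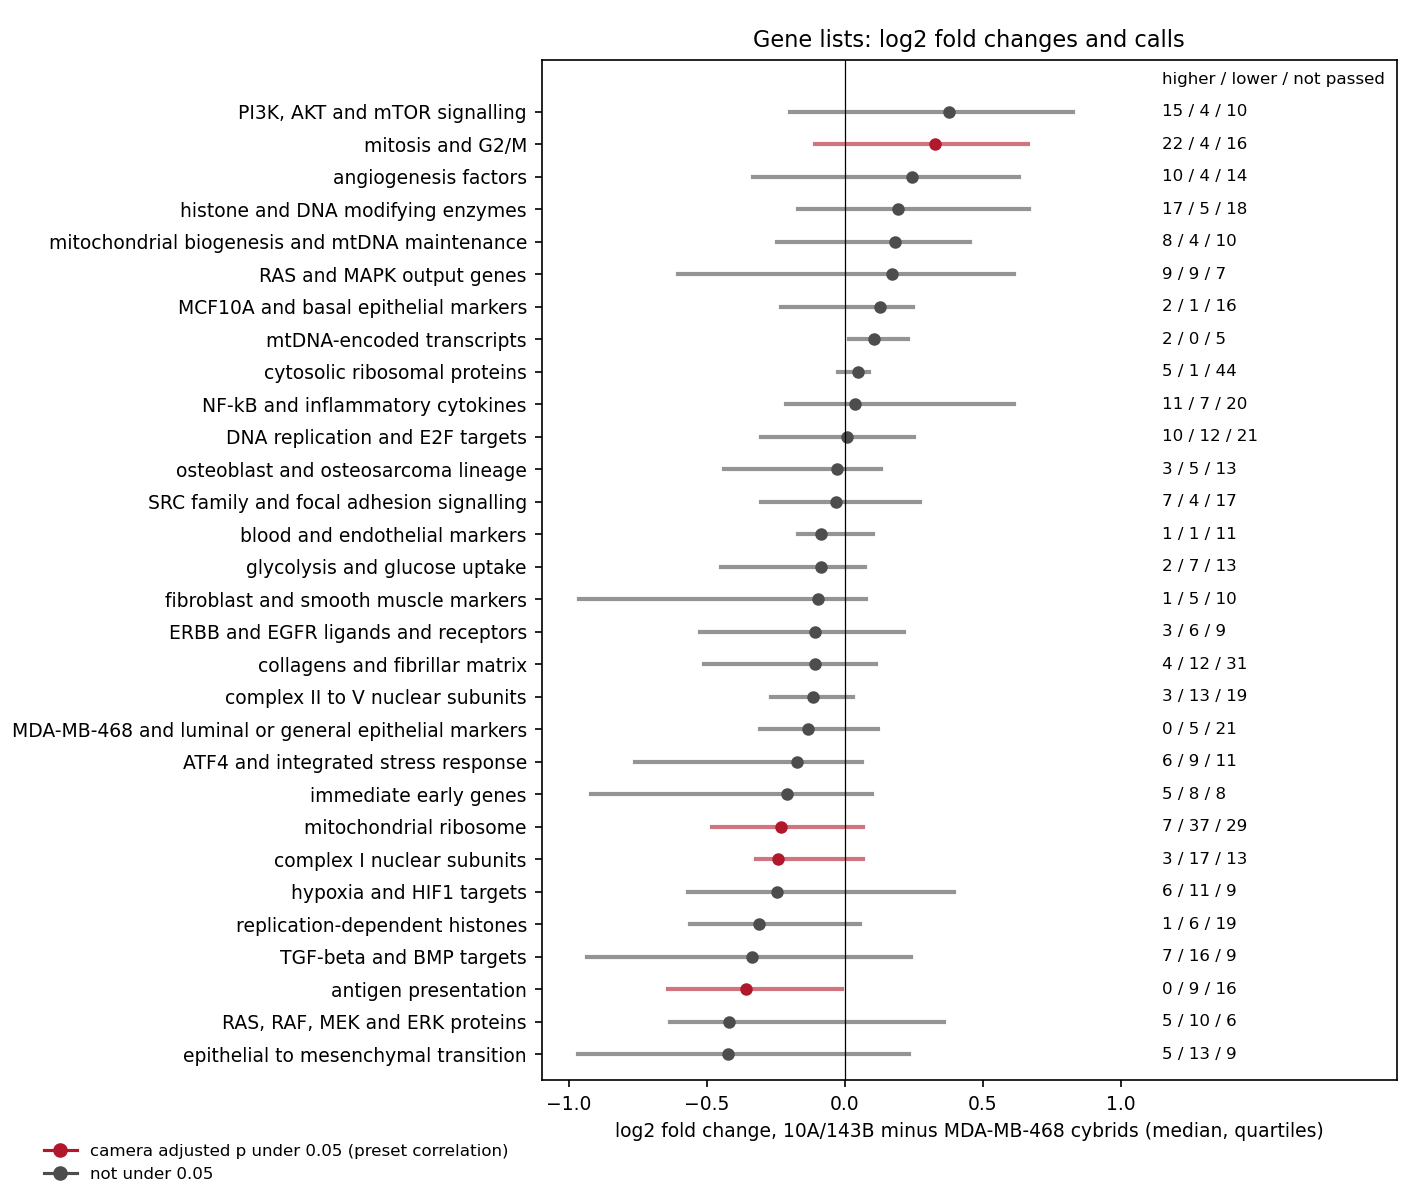
Log2 differences (10A/143B minus MDA-MB-468 cybrids) of the members of 30 gene lists, as median (point) with a line from the lower to the upper quartile, and at the right the numbers of members higher, lower and not passed. Red marks the 4 lists called by camera with the preset correlation, namely mitosis (median 0.33), mitochondrial ribosome (-0.23), complex I (-0.24) and antigen presentation (-0.36).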

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

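Averaging replicates 2 and 3, using those replicates alone, treating replicate 1 as a batch or replicates 2 and 3 as a random block, and removing the gene length trend were chosen after the data were seen. The counts of changed genes stayed within 1.5 times of 7042 in most settings, from 5108 at an adjusted p under 0.01 to 9820 with array weights, with 5708 in an unmoderated linear model and 5398 with the random block. They lay outside that range where every probe set was tested separately (12744 changed, 7662 higher, 5082 lower, 4380 at least 2-fold, more features being tested) and where replicates 2 and 3 were averaged (4483 changed and 1759 lower, fewer samples being tested). Genes changed at least 2-fold came to 1104 with the mean of a gene's probe sets and 1073 at an offset of 64, which shrinks fold changes by construction. Leaving out 1 array at a time gave 5641 to 8061 changed genes, 3239 to 4539 higher, 2402 to 3522 lower and 1978 to 2214 at least 2-fold.

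The paired fit, with the replicate number as a block, gave 7750 changed genes (4221 higher, 3529 lower, 2017 at least 2-fold) and the same number of called lists, 4. It ended no call of a described list, and 1 more named gene, ND2, passed under it.

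The gene lists were less stable than the gene counts. With every probe set separately camera called 10 lists, counting probe sets of the same gene as separate members. It called 7 with the mean of probe sets, 2 without an intensity trend, 2 with array weights, and 2 with replicates 2 and 3 only. It called 1 list with the level filter (the mitochondrial ribosome) and 1 without _x_at and _s_at probe sets (mitosis), and 0 with an estimated correlation (1 at an unadjusted p under 0.05), while fry called 34. Leaving out 1 array gave 2 to 4 lists, with 2 (mitochondrial ribosome and mitosis) without 10A/143B replicate 1. Averaging replicates 2 and 3 left 4, and removing the length trend gave 5, with matrix, TGF-beta and cytosolic ribosomal genes newly called. The random block was not run for lists. Except where the construction is named, the cause was not tested.

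Among named genes over all settings, 107 values lost the call, 33 gained one and 7 called values reversed. The other 2994 kept their side of the threshold, and 20 values changed sign without passing in either setting. The 7 reversals came without _x_at and _s_at probe sets, where another probe set stands for the gene: ASPM at -1.01 (adjusted p = 2.9e-04), FN1 at 0.080, MSX1 at -0.35, MSX2 at 0.30, NRG1 at 0.45, RPLP2 at -0.13 and TSC2 at 0.11, the last 6 not past the threshold. No called list changed its camera direction, but uncalled ones did 15 times over camera's settings, for example SRC family and focal adhesion signalling with the length trend removed (median -0.23). Without detection calls, changes of dim probe sets were limited by a background that could not be measured here.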

Other observations

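The tests of the gene length trend in the 4 called lists were chosen after the results they measure had been seen, as were the removal of the length trend and the averaged fit, and the other tests below were fixed before their results.

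Enzymes that modify histones and DNA were among the groups with more members higher than lower in 10A/143B. Of 40 measured, 17 were higher and 5 lower (the same adjusted over the list alone, 13 and 4 averaged), but camera did not call the list (adjusted p = 0.138). The list's median went from 0.19 to 0.08 with the gene length trend removed (camera adjusted p = 0.514). The Polycomb subunit SUZ12 was 2.62-fold higher (log2 1.39 ± 0.07) and the DNA demethylase TET3 3.03-fold higher (1.60 ± 0.14), whereas the deacetylase HDAC5 was 2.65-fold lower (-1.40 ± 0.21). HDAC4 was 2.43 ± 0.19 higher on the probe set used, with -0.57 on another. Of 28 angiogenesis genes, 10 were higher and 4 lower (11 and 4 adjusted over the list alone, 6 and 2 averaged, camera adjusted p = 0.341). Their median went from 0.24 to -0.02 with the gene length trend removed (camera adjusted p = 0.599). The vessel ligand ANGPT2 was 3.77-fold higher (1.91 ± 0.23) and the receptor NRP1 4.32-fold higher (2.11 ± 0.09), the latter with an opposed probe set (-0.78).

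Genes of cytosolic ribosomal proteins mostly did not pass. Of 50 measured, 5 were higher and 1 lower (3 and 1 adjusted over the list alone, 1 and 1 averaged). Their median was 0.05, and camera did not call the list (adjusted p = 0.497, and 0.907 with an estimated correlation). At the preset correlation camera called the list as higher once the gene length trend was removed (adjusted p = 5.53e-05, median 0.15). The direction of the list turned after median centring. RPL6 was 1.55-fold higher (0.63 ± 0.06) and RPL36 1.55-fold lower (-0.63 ± 0.07). Of 26 replication-dependent histones, 6 were lower and 1 higher (5 and 1 adjusted over the list alone, 2 and 1 averaged, camera adjusted p = 0.133), among them H2BC21 (-1.38 ± 0.12), against the linker histone H1-2 (0.67 ± 0.11). Of all 2966 genes with at least 2 probe sets past the threshold, 680 (22.9%) had probe sets that passed in opposite directions.

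The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 7042 changed genes, 3929 higher, 3113 lower and 2000 at least 2-fold, and was in each case the 1 split with as many, with 0 genes called by limma as the highest of the others (at most 1162 genes had an unadjusted p under 0.05 in another split, against 8420 in the real one). For gene lists the real value was 4, reached by 1 split, and the highest of the others was 2.

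Long genes were higher and short genes lower in 10A/143B, with a rank correlation of 0.341 over 7740 genes, 0.371 in the replicate 1 arrays and 0.315 in replicates 2 and 3. A difference in brightness or scaling between arrays would fade after quantile normalization in some range of levels, but the lowest correlation over 3 classes of genes by level was then 0.325. Shifts of whole chromosomes could not have made it alone, since the correlation was 0.292 with each gene taken relative to its chromosome's median. Replicate 1 minus replicates 2 and 3 correlated with length at 0.0833 in 10A/143B and -0.125 in the MDA-MB-468 cybrids. ACTB's 3′ to 5′ ratio differed with the same signs, as did GAPDH's (1.01 against 0.973 and 0.933, and 0.966 against 1.06 and 1.07). In replicates 2 and 3 ACTB's ratio was about equal between the cybrids (1.74 and 1.59 against 1.65 and 1.67), with the trend at 0.315. GAPDH's ratio was lower in 10A/143B there, which by the signs within the groups goes with the opposite trend. Neither ratio thus accounted for the trend in replicates 2 and 3. The ratios cover only ACTB and GAPDH, so RNA integrity could not be settled. The control probe set for Alu repeats was brighter in 10A/143B. Replicates 1, 2 and 3 read 11585, 11347 and 11347 there, against 7804, 9410 and 9410 in the MDA-MB-468 cybrids. Several of these values lie near the arrays' highest intensities, and their relation to the trend was not tested. RNA integrity, base composition, transcript structure and a biological difference between the cybrids, such as in transcription or splicing of long genes, stay open, so the trend may be technical or biological.

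The lists called by camera could owe their shift to that trend. With it removed and at the preset correlation, the mitochondrial ribosome was still called (adjusted p = 0.0296, median from -0.23 to -0.20). Mitosis was still called too (adjusted p = 0.00231, median from 0.33 to 0.30). For these lists this argues against the trend as fitted over all 19738 genes with a length as the whole cause. There the rank correlation was 0.233, against 0.341 over the 7740 brighter genes. Of the latter, the shortest classes had medians of -0.26, -0.22 and -0.14, a range that holds the ribosome's remaining -0.20. The test thus cannot tell whether the steeper trend of bright genes made the ribosome's shift. For mitosis that steeper trend was not tested. Neither list was called with an estimated correlation and the trend left in (adjusted p = 0.699 for each). Complex I went from an adjusted p of 0.0305 to 0.194 and from a median of -0.24 (quartiles -0.32 and 0.07) to -0.18 (-0.35 and 0.17), and antigen presentation from 0.0490 to 0.0958 and from a median of -0.36 (-0.64 and -0.01) to -0.28 (-0.56 and 0.04). These calls ended from near the threshold as the medians shrank in part, so for these 2 lists the trend and a shift of their own cannot be told apart. A difference made by the donors' mitochondria is the biological explanation the design names, and clonal differences between the cybrids, for which nothing in the labels gives a second clone, stay open beside it.

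Neighbouring genes shifted together. With the length trend removed, the log2 differences of genes 1 to 10 places apart correlated at 0.137 on average (0.176 before), against at most 0.0156 in 200 shuffles among genes of like length, which argues against gene length as the cause. On chromosome 4, 100 short genes lay 0.54 above short genes elsewhere and 165 long genes 0.52 above long genes elsewhere, but the chromosome had been picked for the largest median, which fixes most of this outcome. With the length trend removed its 13 windows of 20 genes had means from 0.30 to 0.88 (from 0.37 to 1.00 before), and 55 of 362 windows elsewhere also lay above the lowest of them. A different copy number of chromosome 4 in the 143B nuclei of the cybrids may underlie it but was not settled by these values, and base composition, in which chromosomes differ, and regional biological changes stay open as well. Changes of named genes and of gene lists were not taken relative to their neighbours, so a regional part of them was not measured.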
